A study of Mus musculus with 4 samples. Its data were reported in "Proteome-scale tagging and functional screening in mammalian cells by ORFtag" (2024).

How the data were processed

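PRO-seq libraries were made from mouse embryonic stem cells in which Zfp574 carries an auxin-inducible degron, a tag that sends the protein to the proteasome once the auxin indole-3-acetic acid is added. PRO-seq labels RNA at the 3′ end while RNA polymerase extends it in isolated nuclei, so that a count per gene reflects engaged polymerase and not the steady-state level of the transcript. There were 2 libraries of cells at 0 h (control) and 2 of cells after 6 h of auxin (depletion), grouped by their labelled treatment.

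The authors separated the unique molecular identifier of each read, trimmed adapters, and mapped reads to the mm10 genome, keeping reads with a single best position. Reads at one position were collapsed by identifier, and the last base of the nascent RNA was kept on the strand of transcription. The deposited counts are whole numbers of collapsed reads per gene, over a gene set whose start sites the authors had corrected with CAGE data, and are not normalized. Because only uniquely placed reads were kept, recently duplicated genes are undercounted. The authors also deposited their own DESeq2 comparison, with a mean normalized signal, a log2 fold change with its error, a p-value and an adjusted p-value per gene. Their methods describe scaling on reads of Drosophila cells added to each sample. Spike-in counts were not used here.

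The count table held 12486 genes. Column totals were 3298864 and 3616429 in the control libraries and 6045216 and 5670904 in the depletion libraries, and an interval or limit derived from such counts would cover counting error only. Genes were filtered with filterByExpr at its defaults (minimum count 10, minimum total 15), which left 11853 genes and removed 633. Libraries were scaled with TMM. The comparison was fitted with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, two-sided, condition as the only term), with Benjamini-Hochberg adjustment over the genes tested. Genes were called at an adjusted p under 0.05 and a change of at least 2-fold. CPM values are counts scaled to the TMM-adjusted library size, given as mean ± SD over n = 2 libraries. The standard error of a log2 fold change is the one implied by the F statistic.

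The size factors behind the deposited table were recovered by regressing its mean normalized signal on the counts of the 4 libraries. They were 0.699 and 0.740 for the control libraries and 1.32 and 1.24 for the depletion libraries. A DESeq2 1.42.0 refit with these factors differed from the deposited log2 fold changes by less than 1e-06. The authors' methods describe a single spike-in factor for each condition, whereas the recovered factors differ between replicates, and how they were derived was not resolved here.

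Genes to be named were fixed by rule before the data were examined, together with the tests, the gene sets and most of the other settings tried: Zfp574, Rpl10, the 10 largest falls among called genes whose depletion libraries both lay below both control libraries, up to 5 largest rises under the same criteria, and called members of the gene sets. The 9 gene sets were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, and with fry. Alternatives covered scaling (DESeq2's median ratios, library totals, the recovered factors, and the ratio of the recovered factors between conditions with TMM within them), the test (DESeq2, edgeR's likelihood ratio test, limma-voom), the filter on low counts, a replicate block, the thresholds, and leaving out each library. Leave-one-out fits used the gene-wise dispersions of all 4 libraries and gave fold changes only. Offsets for a smooth trend of counts on gene length and GC content were added after the data were examined, in 2 constructions.

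Gene positions came from GENCODE M21 on mm10, which matched 12474 of the 12486 identifiers. This annotation lacks the authors' corrected start sites, so promoter positions are relative to annotated starts. Promoters were the 501 bp centred on the start. Sequences of 6 to 10 bases were counted on both strands with Python 3.11.15 and compared between gene groups with a one-sided hypergeometric or Fisher's exact test in scipy 1.17.1.

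The scripts were tested on simulated data. Of 11853 simulated genes, 200 were changed, all drawn from genes above a minimum mean count. With the 2-fold threshold, edgeR's quasi-likelihood test called 100% of the changes of 1.5 on the log2 scale. Without it, the test called 61% of the changes of 0.5. Among its calls at an adjusted p under 0.05, 4.73% were false. The shares of changes called do not describe genes with few counts. The sequence search ranked a sequence planted in 12 of 37 promoters first among 11844 promoters, and called none in an unplanted list.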

Results

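To ask which genes change their transcription when Zfp574 is removed, PRO-seq counts were compared between mouse embryonic stem cells before auxin (0 h control) and after 6 h of auxin-induced depletion. Each condition had 2 libraries. Total counts were 3298864 and 3616429 in the controls, and 6045216 and 5670904 after depletion. Replicates differed by more than sampling noise, with a chi-square per degree of freedom of 1.91 between the control libraries and 1.51 between the depletion libraries, and were therefore treated as separate samples.

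Transcription of Zfp574 itself (ENSMUSG00000045252, chromosome 7, 25072567 to 25083492, plus strand, mm10) was examined first. The degron acts on the protein, so these counts do not measure its loss. Zfp574 had 80 and 130 counts in the control libraries and 195 and 219 after depletion, or 29.8 ± 8.09 CPM (SD, n = 2) against 35.9 ± 4.40 CPM. The log2 fold change was 0.25 with a standard error of 0.14, and the adjusted p was 0.406 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. No change was detectable at this depth. This value moved most with the control libraries, which differed from each other: it was 0.57 without control replicate 2 and 0.01 without control replicate 1. It also moved with the depletion libraries, to 0.38 without depletion replicate 1 and 0.13 without depletion replicate 2.

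Depletion lowered transcription of a small group of genes. At an adjusted p under 0.05 and a change of at least 2-fold, 38 genes were lower and 0 were higher, while 7 genes were higher by 2-fold at an unadjusted p under 0.05. In all 38 genes, both depletion libraries lay below both control libraries. Such a separation in either direction occurs by chance in 33.3% of genes with 2 against 2 libraries, and was seen in 46.3% of the genes tested. Of the 38 genes, 36 were protein-coding, 1 was noncoding and 1 had no match in the annotation used. Their median log2 fold change was -1.51. Among the other scalings, tests, filters and designs at these thresholds, the count of lower genes moved most with a higher filter. Where only genes with a mean count of at least 100 were tested, 8 genes were called, since 7 of the 38 genes passed that filter. Scaling also moved the count: with the size factors recovered from the authors' deposited table, 57 genes were lower in the same test.

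**Figure D1:**
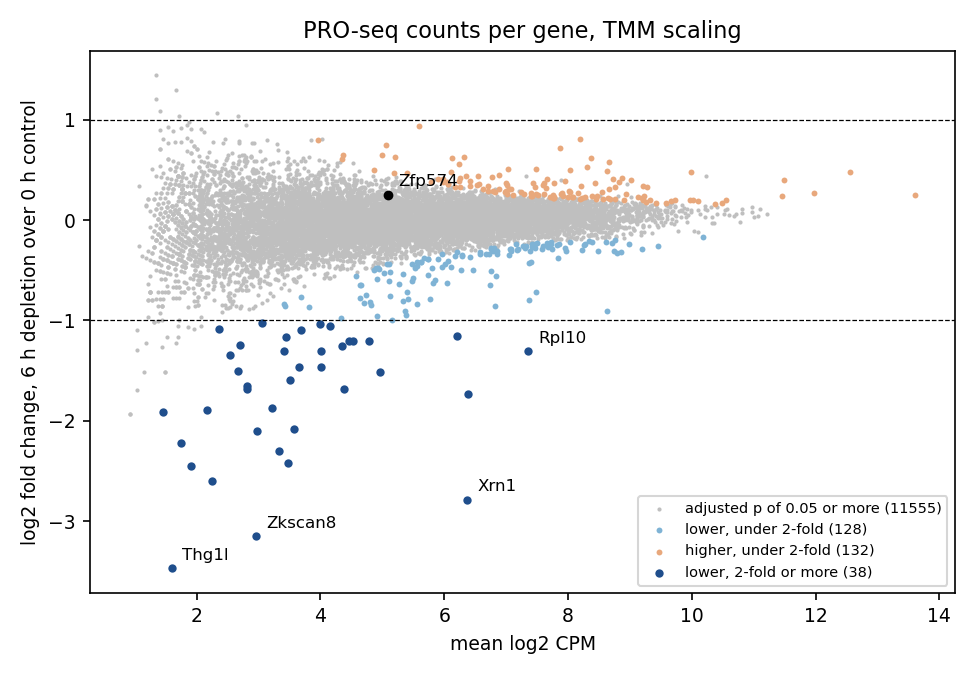
Log2 fold change (6 h depletion over 0 h control) against mean log2 CPM for the 11853 genes tested, each point a gene; dashed lines mark a 2-fold change. The 38 genes called lower lie below the lower line, and no gene above the upper line passed the adjusted p threshold.

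Rpl10, a locus the study singled out, encodes a protein of the large ribosomal subunit (ENSMUSG00000008682, chromosome X, 74270812 to 74273135, plus strand). Its transcription was 245 ± 13.1 CPM (SD, n = 2) in the controls and 99.0 ± 4.88 CPM after depletion. The log2 fold change was -1.30 with a standard error of 0.07, and the adjusted p was 1.19e-13 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

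The gene with the smallest adjusted p was Xrn1 (ENSMUSG00000032410, chromosome 9, 95954760 to 96057803, plus strand), which encodes an exoribonuclease. It fell from 164 ± 1.58 CPM (SD, n = 2) to 23.8 ± 0.359 CPM, a log2 fold change of -2.79 with a standard error of 0.09. Its adjusted p was 1.45e-18 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

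The largest fall on the log2 scale was that of Thg1l (chromosome 11, 45946843 to 45955494, minus strand), at -3.47 with a standard error of 0.48. It rested on few counts, 19 and 23 in the controls against 4 and 2 after depletion. Zkscan8 followed at -3.15 and Xrn1 came next, ahead of Cops9 at -2.60, Ercc1 at -2.45, Zfp445 at -2.41, Eef1akmt2 at -2.30, Elac1 at -2.22, Nek4 at -2.10 and Jagn1 at -2.08. The adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was highest for Elac1, at 0.000788. Elac1 had 18 and 22 counts in the controls and 7 in each depletion library, and it lost its call in DESeq2 with its own size factors, where the adjusted p was 0.115. Cops9 had 39 and 24 counts in the controls and 6 and 11 after depletion, so that its replicates differed widely. The depletion libraries of Ercc1 also differed, with 10 and 4 counts. Its log2 fold change was -3.18 without depletion replicate 1 and -1.98 without depletion replicate 2.

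**Figure D2:**
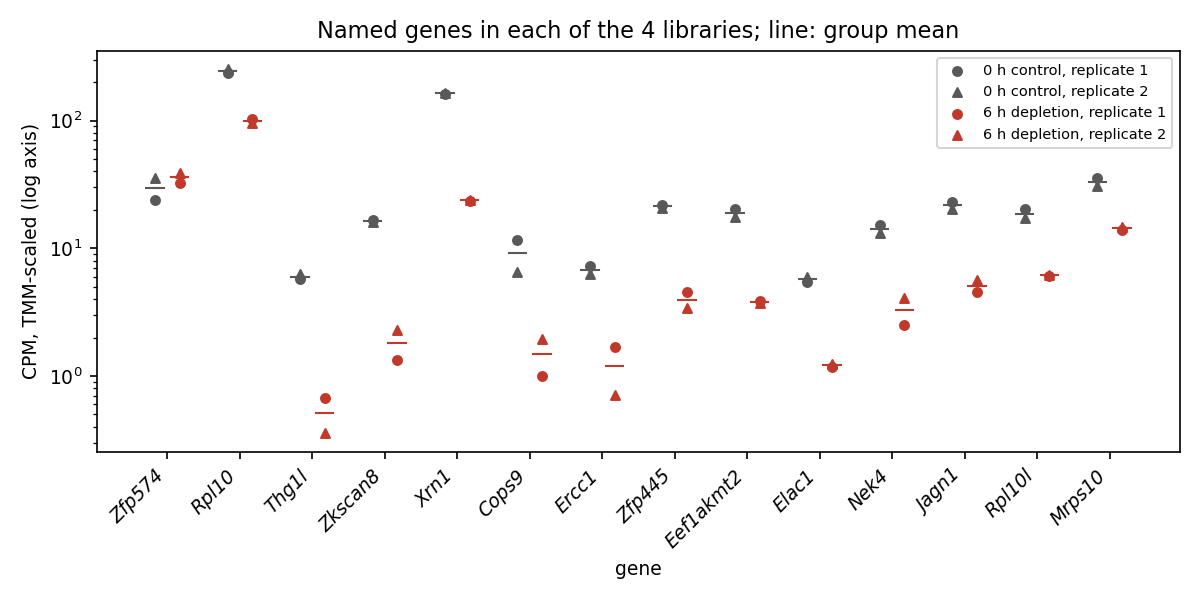
TMM-scaled CPM (log axis) of the named genes in each of the 4 libraries, with a line at each group mean. For every gene shown except Zfp574, both depletion libraries lie below both control libraries.

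Among the gene sets, 2 more called genes were found. Rpl10l, a copy of Rpl10 on chromosome 12, fell from 18.7 ± 2.08 CPM (SD, n = 2) to 6.14 ± 0.128 CPM, a log2 fold change of -1.60. None of its 28-base stretches occurs exactly in the spliced Rpl10 transcript, but 29 of the 224 stretches across exon junctions of Rpl10 lie within 2 mismatches of Rpl10l, and whether reads were misplaced was not tested. Mrps10, which encodes a mitochondrial ribosomal protein, fell from 33.2 ± 3.67 to 14.4 ± 0.586 CPM, a log2 fold change of -1.20.

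Without the fold threshold, 166 genes were lower and 132 were higher at an adjusted p under 0.05, so that 44.3% of these calls were rises. The median rise was 0.31 and the largest was 0.94 on the log2 scale. This split depended on the scaling. In the same test with the size factors recovered from the authors' deposited table, 698 genes were lower and 49 were higher, or 6.56% rises. With the ratio of the recovered factors between conditions and TMM within them, 749 were lower and 42 higher, or 5.31% rises. With library totals, 202 were lower and 64 higher, or 24.1% rises.

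TMM places the centre of all genes near no change by construction, and the median log2 fold change was -0.002. Under the recovered factors it was -0.11 in the same fit. In the authors' deposited table, 73.5% of genes had a log2 fold change below 0.

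Fold changes in the authors' deposited table and in the TMM fit had a Pearson r of 0.9999 across genes, which are not independent replicates, with a median difference of -0.10. The authors' deposited table held 39 genes lower by at least 2-fold and 0 higher at an adjusted p under 0.05. Of these, 33 were also called here. The 6 called in the deposited table alone had log2 fold changes between -0.99 and -0.91 here. A further 5 genes were called here alone.

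Of the 9 gene sets, 5 shifted at an adjusted p under 0.05 in camera with Benjamini-Hochberg adjustment. Cytosolic ribosomal protein genes were lower, with a median log2 fold change of -0.15 and 82 of 85 genes below 0 (camera adjusted p 5.69e-27). Of these genes, 16 were lower past the threshold over all genes tested and 36 adjusted over the list alone. Mitochondrial ribosomal protein genes (median -0.09, camera adjusted p 0.00520), integrated stress response genes (median -0.12, camera adjusted p 0.0170) and heat shock genes (median -0.09, camera adjusted p 0.0488) were lower. Immediate-early genes were higher (median 0.13, camera adjusted p 3.90e-05), with 3 of 23 genes below 0. Some of these medians moved by over 1.5 times when 1 library was left out: mitochondrial ribosomal protein genes to -0.17 without depletion replicate 1, heat shock genes to -0.03 without control replicate 2 and -0.06 without depletion replicate 2, and immediate-early genes to 0.28 without control replicate 2, 0.21 without depletion replicate 2, 0.07 without control replicate 1 and 0.05 without depletion replicate 1. None of the 5 calls held under fry or under an estimated inter-gene correlation with TMM scaling. Pluripotency genes (median -0.03), p53 targets (median -0.07), aryl hydrocarbon receptor targets (median -0.04, 4 of 14 listed genes tested) and replication-dependent histone genes (median 0.04) did not pass in camera. Some of these medians also moved by over 1.5 times when 1 library was left out. Aryl hydrocarbon receptor targets moved to -0.07 without control replicate 2, and histone genes to 0.06 without depletion replicate 1. Pluripotency genes moved in every such fit, to between -0.016 and 0.017. The recovered factors lowered the median of all genes to -0.11, and sets moved down with it: immediate-early genes to a median of 0.03, close to no change, and histone genes to -0.07, a change of sign that this general shift is large enough to give. Under fry with these factors, cytosolic ribosomal protein genes (median -0.26), mitochondrial ribosomal protein genes (median -0.19) and aryl hydrocarbon receptor targets (median -0.14) were lower past the threshold.

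Fold change also varied with gene length. Across the 11844 genes with a position, the Spearman rho of log2 fold change with gene length was 0.271. The median log2 fold change was -0.06 in the shortest decile and 0.10 in the longest. These directions are relative to TMM scaling: under the recovered factors the medians were -0.17 in the shortest decile and -0.002 in the longest, where the sign flipped.

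**Figure D3:**
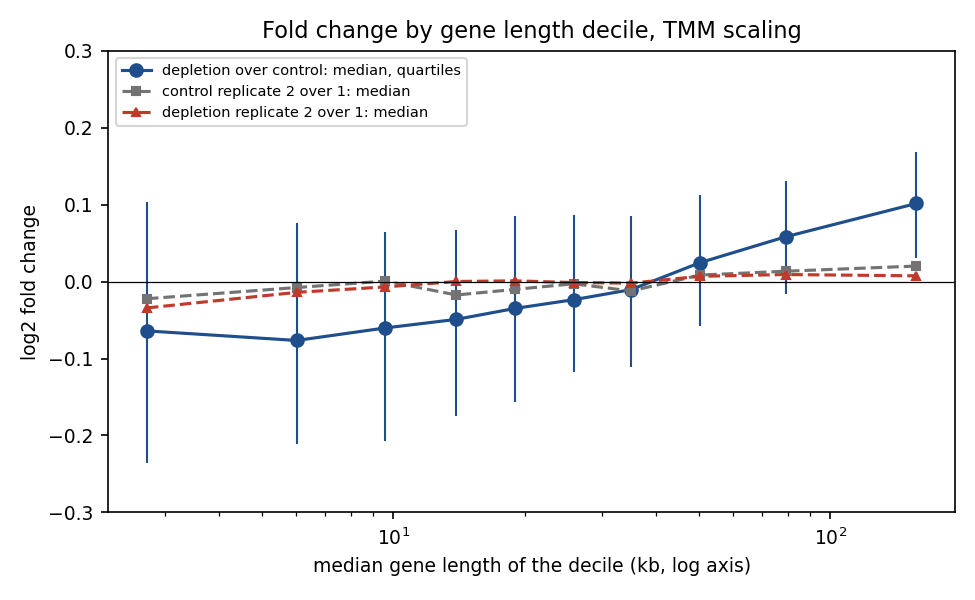
Median log2 fold change by decile of gene length (kb, log axis), with vertical lines between quartiles for depletion over control, and medians for the second over the first replicate in each condition. Depletion over control rises from -0.06 in the shortest decile to 0.10 in the longest, a wider range than either comparison of replicates; under the recovered factors the longest decile was at -0.002.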

Values the study reported

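The study reported 39 genes that went down and 0 that went up after Zfp574 depletion, at a false discovery rate of at most 0.05 and a fold change of at least 2.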

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

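Offsets for gene length and GC content, and all counts without a fold threshold under other settings, were chosen after seeing the data. The 38 genes called lower were all called again under each scaling alternative, edgeR's likelihood ratio test, limma-voom, the weaker filters and the replicate block. Across the alternatives that tested them, thresholds aside, 28 of the 38 were called at 2-fold in every one. DESeq2 with its own size factors called 28 genes. In edgeR's quasi-likelihood test, the recovered factors called 57 genes, and their ratio between conditions called 54. With a mean count of at least 100, 8 genes were called, because few of the 38 were tested. Dropping the fold threshold gave 166 lower and 132 higher genes.

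Across the 4 fits that each left out one library, from 35 to 38 of the 38 called genes had a log2 fold change of -1 or lower. No count of higher genes could be had from these fits, which give no test. Rpl10 ranged from -1.36 to -1.25 and Zfp574 from 0.013 to 0.57 on the log2 scale, and the median of all genes from -0.0022 to 0.0034.

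The replicate numbers do not pair the libraries: the correlation of replicate deviations between conditions was 0.03. With the replicate block, 43 genes were lower and 1 was higher by 2-fold. That gene was Nxt2, which the likelihood ratio test also called as its 1 higher gene, with 11 and 14 counts in the controls and 41 and 44 after depletion. Without a fold threshold the replicate block gave 300 lower and 366 higher genes. All called named genes had a smaller adjusted p in the quasi-likelihood test with the block than without it. For Xrn1 it was 2.20e-183 with the block and 1.45e-18 without, against 6.81e-183 in the likelihood ratio test. A call that recurs with the block is therefore weak support. The cause of the smaller values was not tested.

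Without a fold threshold, scaling moved the counts of lower and higher genes to 698 and 49 (recovered factors), 749 and 42 (their ratio between conditions, with TMM within them) and 202 and 64 (library totals). DESeq2 gave 59 and 14 with its own factors, and 4 higher genes with the recovered factors. Length and GC offsets left 46 higher genes. The second construction left 61: its trends were not centred and were fitted to log counts computed in another way. The recovered factors with offsets of the first construction gave 1190 lower and 41 higher genes. For the tests and offsets the cause was not tested.

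The median log2 fold change of all genes moved to -0.036 with library totals, -0.11 with the recovered factors and -0.10 with their ratio between conditions, by the construction of these scalings. The number of gene sets past the threshold was 0 under fry, 0 with an estimated correlation and 3 under fry with the recovered factors (both ribosomal protein sets and the aryl hydrocarbon receptor targets), a test that counts the shift of all genes as a shift of the set. Pluripotency genes ranged from -0.016 to 0.017 across the fits that each left out one library, and reversed without control replicate 2. Aryl hydrocarbon receptor targets reversed to 0.055 with a mean count of at least 100, and histone genes to -0.065 with the recovered factors, by the shift these give all genes. Calls shared with the authors' deposited table rose from 33 to 115 without the fold threshold. Among single genes and sets, 13 other results moved, 14 were weaker and 1 was stronger.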

Other observations

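The tests of the split by library, of the length slopes, of the scaling factors, of scaling and trend together, of the risers that stayed, of read-through, and of reads shared by Rpl10 and Rpl10l were chosen only after the results were seen, as was the centring of the trend on length and GC.

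Of the 132 genes that rose under TMM, all 132 stayed past the threshold with DESeq2's median ratios in edgeR, the weaker filters and the replicate block. The block called more genes than the main fit, so staying under it is weak support. With limma-voom 126 stayed, and with the likelihood ratio test 123. Fewer stayed under other settings: 112 with a mean count of at least 100, 64 with library totals and 14 in DESeq2 with its own factors. With the recovered size factors 44 stayed, between the limits for and against scaling as the cause, which were written before this test was run but after DESeq2 with these factors had shown 4 higher genes. Scaling of a general fall may account for some of the others, and for how many cannot be told apart. Removing a trend on gene length and GC left 43, or 53 in the second construction. Both were under a 50% limit for such a trend as the cause. That limit was written before either was run but after the calls had been seen. A length or GC trend is therefore a candidate explanation for the rises it removed. Together, scaling and trend left 35, which decides neither way. Depth was tested by thinning the libraries to the shallowest 20 times. The share of rises among calls then had a median of 38.3%, and 3 of the 20 thinnings fell more than 10 points below the 44.3% at full depth, so its part in that share cannot be told apart. At least 37 of the risers stayed in each thinning. If all false discoveries allowed among the calls of a setting were rises, they would number 9.80 with the trend removed, against 43 that stayed, and 6.65 in the thinning with the least margin, against 37. This argues against the fitted trend alone, or unequal depth at the test alone, as the whole cause. A trend that the offsets missed stays open. Thinning draws from the same counts and keeps the expected ratio of each gene. It therefore cannot exclude an effect of depth on the counts themselves. Under the recovered factors 37.4 would be allowed, against 44 that stayed; with their ratio between conditions and TMM within them, 39.5 against 42; and in DESeq2 with these factors, 5.90 against 4. Since these settings differ, scaling as the whole cause cannot be told apart either. For scaling and trend together 61.5 would be allowed, more than the 35 that stayed, so these together stay open as the whole cause. An aryl hydrocarbon receptor response to auxin cannot be told apart, since 4 of its 14 listed genes were tested (median -0.04 with TMM and -0.14 with the recovered factors, neither a rise), and untagged cells given auxin were not analysed here.

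Fold change rose with gene length by at least 0.0252 on the log2 scale per doubling of length in all comparisons of a depletion with a control library, against 0.00463 and 0.00319 between replicates. The slopes between replicates were far smaller, which argues against variation from library to library as the cause. They come from few pairs of libraries, and the comparisons between conditions share libraries, so such variation is not excluded. A batch shared by both libraries of a condition, and an effect of depletion or of auxin, stay open, and no biological explanation was tested.

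Under the recovered factors most genes fell slightly. The ratios of these factors to TMM lay at least 0.065 apart between conditions on the log2 scale, against 0.06 between the controls and 0.02 between the depletion libraries. With 2 factors per condition, a general fall and an error of the factors cannot be told apart.

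Neither of the other splits of the 4 libraries into 2 and 2 gave a call, so 1 of the 3 splits, the real one, gave as many genes as observed. This design cannot give a smaller share. The other splits mix conditions within each group, so a change with depletion widens the spread there and makes calls unlikely. Their lack of calls is therefore not evidence on its own.

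The genes called lower may share a promoter sequence. CCATAGAG, on either strand, was the most enriched sequence of 8 bases, among 32896 tested, and occurred in 14 of the 37 called genes with a promoter (37.8%) against 140 of the 11679 genes that were not lower at an adjusted p under 0.05. Against promoters matched on GC, of which 1.75% held it, the one-sided Fisher's exact p was 5.65e-15, which argues against base composition. Among the 128 genes that fell by less than 2-fold, which were not used to find it, 14.8% held it, which argues against a sequence picked by chance. Among the 132 risers 3.03% held it. Lengths from 6 to 10 bases were tried. At 6, 7 and 9 bases the most enriched sequence (ATAGAG, CATAGAG and ACCATAGAG) overlapped CCATAGAG. At 10 bases it was a different one, CCGCTCTAGG, in 6 called genes, ahead of ACCATAGAGA, also in 6. A shorter part, CATAGAG, occurred in 17 called genes. An exact match of CCATAGAG was neither needed for a call nor enough for one: 23 called genes lacked it. Among these, CGCTCTAG was the most enriched, in 7 genes (adjusted p 0.00397 in a one-sided hypergeometric test with Benjamini-Hochberg adjustment), and was not tested against matched promoters or other genes. On the other strand CGCTCTAG reads CTAGAGCG, which also holds TAGAG. Whether it is a variant of CCATAGAG was not tested. Of the 173 genes with CCATAGAG, 140 were not lower at an adjusted p under 0.05. Not passing does not show a lack of response. The median log2 fold change was -0.13 in the 173 genes, called genes included, and -0.001 in genes without the sequence. That CCATAGAG takes part in the response to Zfp574 loss is a hypothesis, and binding data were not used here.

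In Xrn1 the sequence lies on chromosome 9 from 95954746 to 95954753 on the minus strand of mm10, its first base in the direction of the gene at -14 from the annotated start, within GTCCGCCAGACCATAGAGCAAACCGTGG. In Rpl10 it lies on chromosome X from 74270794 to 74270801, also on the minus strand, at -18 from the annotated start, within ACTGTAACAACCATAGAGTTACAGCCAG. Both sites are upstream of the annotated genes. Of the 17 sites in the called genes, 13 lay upstream of the start.

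The called genes were not neighbours: 0 pairs lay within 10000 bp. Of 11 called genes with a counted gene upstream on the same strand in that window, 0 had one that was lower at an adjusted p under 0.05, which argues against read-through from a falling gene.

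Gene length does not account for the shifts of both gene sets tested this way. The median of cytosolic ribosomal protein genes (-0.15) lay below the central 95% of 10000 random sets matched on length and mean count (-0.10 to -0.02), and that of immediate-early genes (0.13) lay above it (-0.14 to 0.01). With TMM scaling neither set passed fry. Cytosolic ribosomal protein genes passed it with the recovered factors, which lower all genes. The median of immediate-early genes varied from 0.05 to 0.28 when 1 library was left out, highest without control replicate 2. Handling of the cells may contribute to the latter, which was not tested.

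Rpl10l fell together with Rpl10. No 28-base stretch of Rpl10l occurs exactly in the spliced Rpl10 transcript, and since the best alignment was kept, reads within an exon of Rpl10 would be placed on Rpl10. Of the stretches across exon junctions of Rpl10, which the genome does not hold at Rpl10, 12.9% lie within the 2 mismatches the mapping allowed of Rpl10l. Whether such reads were present was not tested, so a change of Rpl10l itself and reads of Rpl10 placed on it cannot be told apart from counts per gene.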
